A study of Bos taurus with 18 samples.

How the data were processed

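Messenger RNA was measured in 18 libraries of MAC-T cells, an immortalised line of bovine mammary epithelial cells. Per the labels' protocols, cells were grown at 37 °C on 3 plates per run, and the run was repeated 3 times. Undifferentiated cells stayed in a basal medium containing insulin and 1 µg/ml hydrocortisone. Differentiated cells were kept for 4 days in a lactogenic medium with 5 µg/ml prolactin and 10 µg/ml dexamethasone. Heated cells were held at 42 °C for 1 h, and recovered cells were returned to 37 °C for a further 2 h or 6 h. Plate I held both unheated groups, plate II both heated groups and plate III both recovery groups, so heat and recovery were confounded with the plate. RNA of 2 technical replicates per group and run was pooled before sequencing, per the labels.

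The deposited table holds raw read counts per gene, 1 column per library, for 30642 genes. Per the labels' protocols, the authors trimmed the paired-end reads with fastp 0.23.2 and aligned them with STAR 2.7.9a to the bovine assembly ARS-UCD 1.3. The counting tool, its annotation and its treatment of strand and of multi-mapped reads are not given in the sources used here. Even numbers prevailed among low counts, so both mates of a read pair may each have been counted. All columns were matched to their sample by the label, and 0 columns were left over. Gene names are those of the deposited table. Of these names, 24553 (80.1%) were found in the RefSeq gene table of ARS-UCD 2.0, which differs from the authors' build, so no coordinates, gene lengths or GC contents were used. Genes with near-identical copies (HSPA1A, HSPA1L and HSPA6 among them) may share reads, and their separate values are uncertain to that extent.

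Genes with too few reads were removed with edgeR 4.0.16 (filterByExpr, minimum count of 10), which left 15158 genes. Counts were scaled by TMM factors and fitted with 1 mean per group over all 18 libraries, so that all groups shared the estimate of the spread. Contrasts were tested with edgeR's quasi-likelihood test (robust, two-sided) in R 4.3.3. Adjusted p-values are Benjamini-Hochberg values over the 15158 genes of a contrast, and a gene was called at an adjusted p under 0.05. Standard errors (SE) of log2 fold changes were taken from the quasi-likelihood F statistic. Values per library are TMM-scaled CPM (counts relative to the scaled library total). With 3 libraries per group, an exact permutation test of a single gene cannot go below p = 0.1, so single genes were tested only through the model across genes.

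The 8 contrasts were differentiation without heat, heat in undifferentiated cells, heat in differentiated cells, their difference (interaction), 2 h and 6 h of recovery against unheated differentiated cells, 2 h of recovery against heated cells, and 6 h against 2 h of recovery. All 8 gene lists of the set tests (178 genes, of which 174 were in the table and 156 were tested) were fixed before the data were examined. They covered heat shock chaperones, the unfolded protein response, immediate early genes, glucocorticoid targets, milk and lactation genes, cell cycle genes, cholesterol synthesis genes and NF-kB inflammatory genes. Sets were tested with camera (limma 3.58.1, voom values, preset inter-gene correlation of 0.01), adjusted over the 48 tests of 8 sets and 6 contrasts. Genes named in the text followed a rule fixed before the data were examined: 5 heat genes (HSPA1A, HSPH1, DNAJB1, BAG3, HSP90AA1), 8 hormone-response and milk genes, and in each contrast the 3 called genes with the highest and the 3 with the lowest log2 fold change. The latter needed a mean of at least 5 CPM, a gene symbol, and no overlap between the groups' libraries. Names starting with KEH36 were treated as identifiers like the LOC and ENSBTAG names, a detail added after the names in the table were seen. The member of a called set with the largest change was also eligible, and genes named outside the rule are marked as chosen after their values were seen.

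The labels state that the whole experiment was repeated, and the replicate numbers were checked for pairing. Deviations from the group means correlated positively across genes in all 45 pairs of same-numbered libraries (0.135 to 0.596), with a median of -0.25 in the other pairs. The replicate numbers therefore paired the libraries. The tests without a replicate block are the reported ones, as fixed before the data were examined, and the fit with a replicate block is given beside the count of each comparison and where it changed the call of a named gene or a set. No library was a duplicate of another in its group, since the smallest chi-square per gene between 2 libraries of a group was 63.3.

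The alternatives were DESeq2 1.42.0, DESeq2 size factors or library size alone for scaling, no filter or a filter of 5 CPM in 3 libraries, a fit of the compared groups alone, the replicate block, an added threshold of 1 on the absolute log2 fold change, and leaving out each library. Set tests were repeated with fry, an estimated correlation, the block and library size alone. Halved counts, leaving replicate numbers out of the blocked fit and fry with the block were added after the data had been seen.

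The scripts were tested on simulated counts of the 15158 genes, with replicate effects kept and 200 genes changed by 2-fold or 4-fold, next to 25 genes changed by 0.5 on the log2 scale. For the differentiation comparison without a block, 39% of the 2-fold and 74% of the 4-fold changes were recovered, with 0 false calls among 114. With the block, the shares were 69% and 84%, with 17 false calls among 181. For the interaction, 13% and 66% were recovered without the block and 54% and 80% with it. For heat in differentiated cells without the block, the shares were 48% and 77%, with 1 false call among 128. With the block they were 68% and 87%, with 8 among 173. For 6 h recovery against unheated cells without the block, they were 38% and 82%, with 1 false call among 122. With the block they were 60% and 87%, with 6 among 162.

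Library totals ranged from 40.9 to 61.2 M counts, so a gene without reads in the smallest library could have reached up to 0.0734 CPM (3 counts), and more if both mates of a pair were counted. Such limits cover counting error only, since PCR copies cannot be told from separate molecules.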

Results

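Poly-A RNA of MAC-T cells, a bovine mammary epithelial line, was sequenced to follow differentiation, heat stress and recovery from heat. The 18 libraries formed 6 groups of 3. These were unheated undifferentiated cells (NHSUD), unheated differentiated cells (NHSD), heated undifferentiated cells (HSUD), heated differentiated cells (HSD), and differentiated cells after 2 h (D2R) or 6 h (D6R) of recovery. Mean library totals were 51.8 ± 9.47 M counts in NHSUD (SD, n = 3), 51.2 ± 3.63 M in NHSD, 44.99 ± 2.71 M in HSUD, 49.6 ± 1.91 M in HSD, 48.9 ± 8.04 M in D2R and 47.1 ± 5.39 M in D6R. Principal components of log2 CPM placed the replicate number first. Component 1 held 25.6% of the variance, and 86.3% of its spread lay between replicate numbers and 7.55% between groups. Component 3 held 8.58% of the variance, with 90.1% of its spread between groups.

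**Figure D1:**
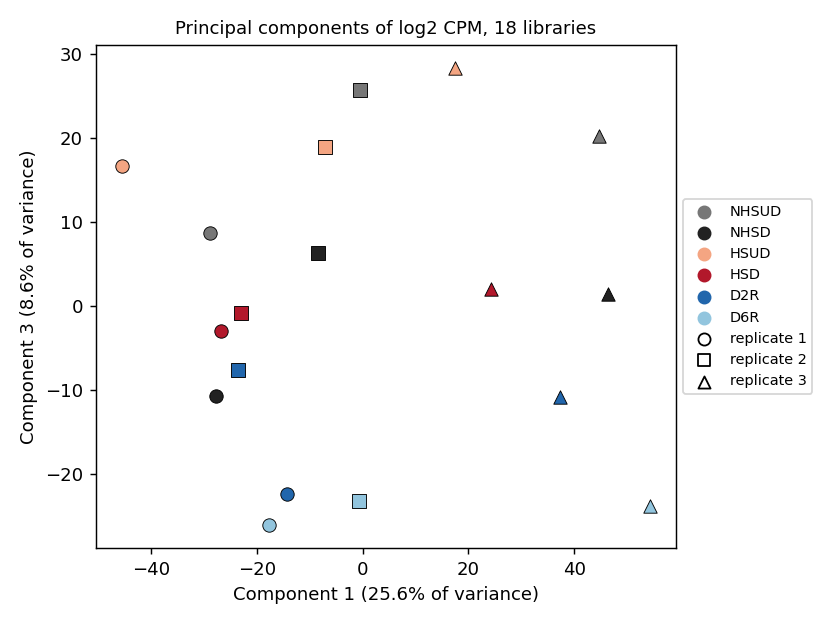
Components 1 and 3 of a principal component analysis of log2 CPM over 15158 genes; each point is a library, coloured by group and shaped by replicate number. Most of the spread along component 1 (25.6% of variance) lies between replicate numbers and most along component 3 (8.58%) between groups, with overlap on both axes.

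The common coefficient of variation between libraries, from the edgeR dispersion, was 0.245 without and 0.14 with a replicate block.

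**Figure D2:**
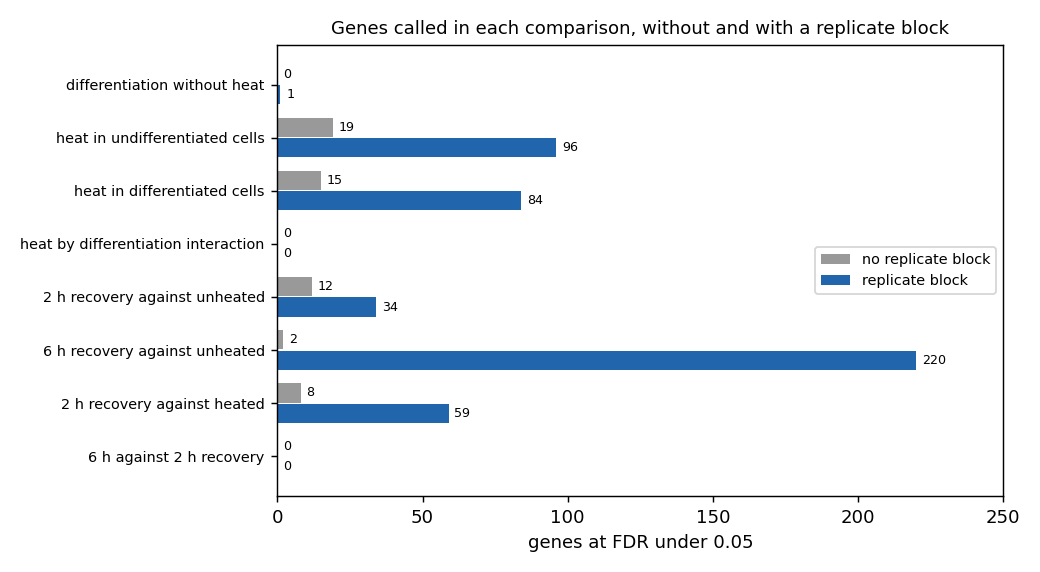
Number of genes called at an adjusted p under 0.05 (horizontal axis) in each of 8 comparisons, by edgeR's quasi-likelihood test without (grey) and with (blue) the replicate number as a block. The counts with the block reach 220 genes in the 6 h recovery comparison, against 2 without it.

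The effect of the lactogenic medium on unheated cells was examined first. No gene was called between NHSD and NHSUD by edgeR (0 of 15158), 253 genes had an unadjusted p under 0.05 where 757.9 would be expected by chance, and DESeq2 also called 0 genes with 380 at an unadjusted p under 0.05. With the replicate block, edgeR called 1 gene, SLC14A1, chosen after its value was seen, and 805 genes had an unadjusted p under 0.05. It rose from 23.9 ± 7.87 CPM in NHSUD to 53.0 ± 9.76 CPM in NHSD (SD, n = 3), a log2 fold change of 1.18 with an adjusted p of 0.000556 under the block and of 1 without it. That call was lost when replicate 3 was left out of the blocked fit, which then called 0 genes.

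Milk protein transcripts were near the counting floor, with at most 4 reads of any of them in a library. Over all 18 libraries, CSN1S1 had 1 read, CSN2 had 2, CSN3 had 6, PAEP had 5 and LALBA had 0, so these genes were not tested and any difference was not detectable at this depth. The reads of CSN1S1 and PAEP lay outside both unheated groups. The 3 hormone-response genes tested did not differ between the media by more than the spread between replicates. CISH, a target of prolactin signalling, was at 8.84 ± 2.78 CPM in NHSUD and 8.41 ± 3.18 in NHSD (SD, n = 3), with a log2 fold change of -0.07 ± 0.32 (SE). The glucocorticoid target FKBP5 was at 310 ± 75.0 CPM in NHSUD and 264 ± 34.5 in NHSD, with a log2 fold change of -0.23 ± 0.21 (SE). TSC22D3, a further glucocorticoid target, changed by -0.18 ± 0.44 (SE). All 3 had an adjusted p of 1 in edgeR's test. The sign of the CISH and TSC22D3 estimates turned positive when single libraries were left out. Those fits had no block and left the replicate numbers unbalanced between the media. With the replicate block, the estimates were -0.08 ± 0.13 (SE) for CISH, -0.22 ± 0.10 for FKBP5 and -0.16 ± 0.15 for TSC22D3. None was called there (edgeR, adjusted p of 0.999, 0.932 and 0.998).

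Gene lists showed smaller, coordinated differences with the medium. Cholesterol synthesis genes were higher in NHSD as a set, with 21 of 21 tested genes higher and a median log2 fold change of 0.49 (camera, adjusted p of 2.2e-33; higher in 3 of 3 replicates). The set kept an adjusted p under 0.05 with fry (0.0211), with an estimated correlation (0.00932) and with fry under the replicate block (0.0373). Of the 21 genes, 15 passed when adjusted over the list alone and 0 over all genes tested. The largest change was that of HMGCS1, with a log2 fold change of 0.90 ± 0.25 (SE). Lower set values in NHSD were found by camera for the unfolded protein response (adjusted p of 7.4e-06, median -0.18) and for cell cycle genes (0.00267, median -0.20), and neither was called by fry (0.413 and 0.987). The glucocorticoid list (0.9), the milk and lactation list (0.208), the immediate early genes (0.166), the chaperones (0.576) and the NF-kB list (0.0805) were not called by camera. Of the 16 milk and lactation genes, 1 passed when adjusted over the list alone (2 with the replicate block) and 0 over all genes. With the replicate block, the NF-kB list was called as higher by camera (0.0399) and was not called by fry (0.361).

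Heat changed few genes beyond the spread of the libraries. In undifferentiated cells, 19 genes were called (18 higher, 1 lower), of which 15 had an absolute log2 fold change of at least 1 (44 with the replicate block). The alternative that moved this count most was the replicate block, with 96 genes (58 higher, 38 lower), and 18 of the 19 genes were also called there. The chaperone gene HSPA6 rose from 4.45 ± 0.487 CPM in NHSUD to 3085 ± 871.9 in HSUD (SD, n = 3), a log2 fold change of 9.44 ± 0.73 (SE, adjusted p of 2.4e-06, edgeR). HSPA1A rose from 403 ± 47.6 to 8293 ± 1832 CPM, a log2 fold change of 4.36 ± 0.55 (SE, adjusted p of 0.0014). DNAJB1 rose from 110.2 ± 6.38 to 1686 ± 374 CPM, with a log2 fold change of 3.94 ± 0.27 (SE, adjusted p of 8.6e-07). Each of these was higher in 3 of 3 heated libraries than in any unheated library of the same medium. HSPA1A and HSPA6 have close copies, so reads may have been shared between them; together they held 0.041% ± 0.0043 of all counts in NHSUD and 1.07% ± 0.28 in HSUD. HSP90AA1 rose by 1.02 ± 0.15 on the log2 scale (SE, adjusted p of 0.0047), and was not called when only the compared groups were fitted (0.169) or when NHSUD replicate 3 was left out (0.0617). The single lower gene was KLF10, which fell by 1.33 on the log2 scale (SE 0.21, adjusted p of 0.0109), and was not called in the fit of the compared groups alone (0.0744) or without NHSUD replicate 2 (0.0682), NHSUD replicate 3 (0.0717) or HSUD replicate 1 (0.0846).

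HSPH1 and BAG3 rose more than HSP90AA1 and were not called. In undifferentiated cells HSPH1 changed by 2.11 ± 0.45 (SE, log2) with an adjusted p of 0.0985, and BAG3 by 2.35 ± 0.50 with an adjusted p of 0.0979. In differentiated cells HSPH1 changed by 2.11 ± 0.45 (0.107) and BAG3 by 2.41 ± 0.50 (0.0943). Both were called in both media when only the compared groups were fitted, HSPH1 at 0.00239 and 0.00251 and BAG3 at 0.016 and 0.0188, and both were called by DESeq2. The spread that all groups shared included the recovery groups, where HSPH1 had an SD of 651 CPM around a mean of 1089 CPM in D2R.

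**Figure D3:**
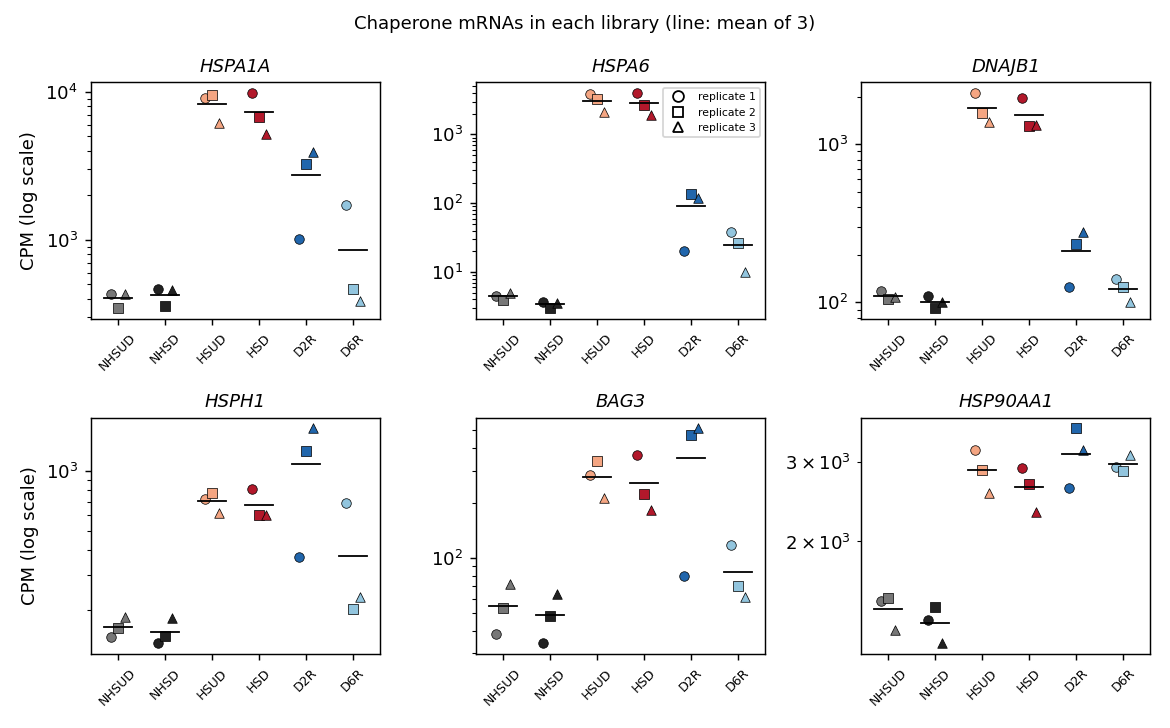
TMM-scaled CPM (log axis) of 6 chaperone genes in each of the 18 libraries, by group; symbols give the replicate number and lines the mean of 3. HSPA1A lies between 348 and 465 CPM in the 6 unheated libraries and between 5222 and 9818 CPM in the 6 heated ones.

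In differentiated cells, 15 genes were called for heat (13 higher, 2 lower), and 84 (44 higher, 40 lower) with the replicate block, which kept 14 of the 15. HSPA6 rose from 3.43 ± 0.353 CPM in NHSD to 2859 ± 1049 in HSD (SD, n = 3), a log2 fold change of 9.70 ± 0.74 (SE, adjusted p of 1.9e-06). HSPA1A rose from 427 ± 59.0 to 7281 ± 2335 CPM (log2 fold change 4.09 ± 0.55, adjusted p of 0.00277), and DNAJB1 from 100.9 ± 8.4 to 1527 ± 383 CPM (3.92 ± 0.27, adjusted p of 9.0e-07). HSP90AA1 changed by 0.99 ± 0.15 (SE, adjusted p of 0.00657), with the call lost in the fit of the compared groups alone (0.145) and without NHSD replicate 3 (0.0711) or HSD replicate 1 (0.0592). KLF10 fell by 1.23 on the log2 scale (SE 0.21, adjusted p of 0.0253). The KLF10 call was lost without NHSD replicate 2 (0.158), NHSD replicate 3 (0.136), HSD replicate 1 (0.121) or HSD replicate 3 (0.0549), and in the fit of the compared groups alone (0.195).

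The heat effect was compared between the media directly. Of the genes called in undifferentiated and in differentiated cells, 14 were shared, against 0.0188 expected by chance, and all 14 had the same direction. With the replicate block, 62 were shared, against 0.532 expected by chance, and all 62 had the same direction. In each run both media shared plate I without heat and plate II with heat. Effects of the plate would thus appear as agreement between the media, which the values expected by chance and the correlations leave out. No gene was called for the interaction by edgeR (0, with 88 at an unadjusted p under 0.05), by edgeR with the replicate block (0, with 155) or by DESeq2 (0, with 158). In edgeR, 757.9 genes would be expected at that level by chance, so its tests were cautious here. In simulated counts, 13% of 2-fold and 66% of 4-fold interactions were recovered without the block, and 54% and 80% with it. Moderate differences between the media are therefore not excluded. Across all tested genes the heat effects had a Pearson correlation of 0.415 and a Spearman correlation of 0.533; genes are not independent replicates. Within the replicates the Pearson correlation was 0.253 ± 0.128 (SD, n = 3). The filter on low counts moved it most, to 0.0851 without a filter and 0.862 with the filter at 5 CPM.

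**Figure D4:**
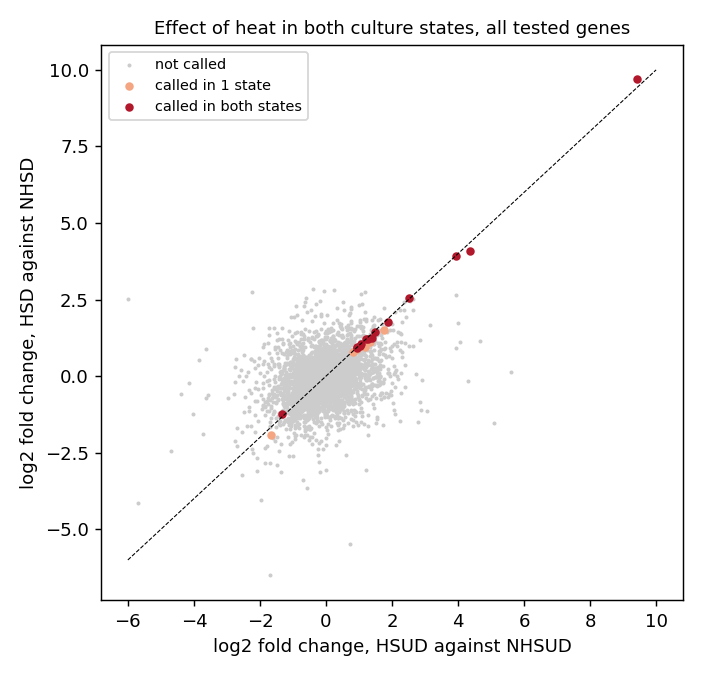
Log2 fold change with heat in differentiated cells (vertical axis) against undifferentiated cells (horizontal axis) for 15158 genes; colours mark genes called in neither, 1 or both media, and the dashed line marks equal effects. The 14 genes called in both media lie along the line.

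The chaperone list was higher with heat in both media, with 25 of 25 genes higher in each (camera, adjusted p of 1.8e-51 and 6.3e-48; fry, 0.000335 and 0.000335). Adjusted over the list alone, 20 of the 25 genes passed in each medium, against 7 and 6 over all genes (11 and 10 with the replicate block). All 5 of the heat genes fixed in advance passed in each medium when adjusted over the list alone, against 3 over all genes. Smaller camera calls were made for the unfolded protein response (higher, 0.0234 in undifferentiated and 0.00079 in differentiated cells), cholesterol synthesis genes (higher, 0.0335 and 0.00845), glucocorticoid targets (lower, 0.0401 in undifferentiated cells) and immediate early genes (lower, 0.0234 in differentiated cells). None of these was called by fry or with an estimated correlation. With the replicate block, the call of cholesterol synthesis genes in undifferentiated cells was lost (0.0512) and immediate early genes were called there as lower (0.0245). The latter were not called by fry under the block (0.423). No list was called for the interaction, where the smallest adjusted p was 0.263.

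Whether expression returned to the unheated level was examined after 2 h and 6 h at 37 °C. The unheated control was neither time-matched nor on the same plate. After 2 h, 12 genes were higher and 0 lower than in NHSD, and with the replicate block 34 were called (25 higher, 9 lower), 9 of the 12 among them. HSPA6 was still raised at 92.04 ± 62.9 CPM in D2R (SD, n = 3; log2 fold change 4.75 ± 0.60, adjusted p of 0.00216), and was not called in the fit of the compared groups alone (0.156). BAG3 was at 354 ± 238.5 CPM (2.86 ± 0.51, adjusted p of 0.0434) and HSPH1 at 1089 ± 651 CPM (2.81 ± 0.46, adjusted p of 0.0267). Neither was called with the replicate block (0.132 and 0.116), nor when any single NHSD library or either of D2R replicates 2 and 3 was left out. Both calls were also lost in the fit of the compared groups alone (0.999 and 0.181) and without the low-count filter (0.314 and 0.161). That of BAG3 was lost with scaling by library size alone (0.0734). HSP90AA1 changed by 1.23 ± 0.15 (SE, adjusted p of 0.00156), and was not called in the fit of the compared groups alone (0.156). HSPA1A (2.68 ± 0.51, adjusted p of 0.075) and DNAJB1 (1.08 ± 0.24, 0.227) were not called, and both were called without D2R replicate 1 (0.0069 and 0.00743) and by DESeq2. All 5 heat genes fixed in advance passed when adjusted over the list alone, against 3 over all genes and 1 over all genes with the replicate block. The count of called genes was 25 without D2R replicate 1, and 4 or 5 without any other compared library.

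After 6 h, 2 genes were called, HSP90B1 (log2 fold change 1.02 ± 0.11 SE, adjusted p of 0.000953) and HSP90AA1 (1.16 ± 0.15, adjusted p of 0.0036). HSP90B1 went from 663 ± 39.9 CPM in NHSD to 1346 ± 49.9 in D6R (SD, n = 3). Neither was called in the fit of the compared groups alone (0.246). The replicate block raised the count to 220 genes (102 higher, 118 lower), and leaving out D6R replicate 1 raised it to 9 without a block. HSPA1A (1.01 ± 0.49, adjusted p of 0.843), HSPH1 (1.27 ± 0.44, 0.7), BAG3 (0.78 ± 0.48, 0.932) and DNAJB1 (0.27 ± 0.24, 0.981) were not called over all genes. HSPA6, named here after its values were seen, was not called either. It was at 24.8 ± 13.9 CPM in D6R (minimum 10.2), against 3.43 ± 0.353 CPM in NHSD (maximum 3.69), without overlap. Adjusted over the list of 5 heat genes alone, 2 passed at 6 h, and 1 with the replicate block. As lists, the chaperones (camera, adjusted p of 1.8e-51 at 2 h and 6.3e-16 at 6 h) and the unfolded protein response (2.2e-15 and 2.5e-13) were higher at both times. These calls held under fry (0.00063, 0.0254, 0.00365 and 0.00365). With an estimated correlation the chaperone call at 6 h did not hold (0.0648). Of the 25 chaperone genes, 20 passed at 2 h and 10 at 6 h when adjusted over the list alone, against 7 and 1 over all genes (8 and 6 with the replicate block). Cell cycle genes were lower at 6 h (0.00433), with no call by fry (0.987).

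Of the 15 genes called for heat in differentiated cells, 4 were still called in the same direction after 2 h of recovery, a share of 26.7% (exact Clopper-Pearson 95% interval 7.79 to 55.1%), and 1 after 6 h, a share of 6.67% (0.169 to 31.9%). These comparisons share the NHSD libraries. The intervals treat the 15 genes as independent and leave out the spread between libraries. A lost call is not a return to the unheated level, so these shares do not measure how much of the response persisted. HSPA1A, not called at 2 h, had a log2 fold change of 2.68 ± 0.51 there (SE, adjusted p of 0.075, edgeR). Of the 25 chaperone genes, 24 were higher and 1 lower than in NHSD at 2 h, and 23 were higher and 2 lower at 6 h. In 20 simulated data sets in which the recovered groups equalled NHSD, no gene was called at either recovery time. The mean and highest shares were therefore 0%. They show that the shared libraries alone gave no calls there, but they cannot size their part in the shares of the data. Heat calls in these sets had a mean of 31.75, against 15 in the data, so the sets do not match the data in full. With the replicate block the shares were 9.52% and 14.3%. At 6 h, 14 genes were called in both blocked comparisons, 12 of them in the same direction. No separate simulated value is available for the blocked shares, so the part due to the shared libraries is unknown.

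The change within recovery was tested directly. Between HSD and D2R, 8 genes were called (3 higher, 5 lower after 2 h) and 59 with the replicate block (33 higher, 26 lower), all 8 among them. HSPA6 fell by 4.96 on the log2 scale (SE 0.59, adjusted p of 0.00106), DNAJB1 fell by 2.84 (SE 0.26, adjusted p of 5.9e-05) and CCDC117 fell by 1.36 (SE 0.16, adjusted p of 0.00106). PLK2 rose by 0.95 ± 0.15 (SE, adjusted p of 0.0246), TCIM by 0.91 ± 0.14 (0.0201) and HSP90B1 by 0.70 ± 0.11 (0.0201). The calls of PLK2, TCIM, HSP90B1 and HSPA6 were lost in the fit of the compared groups alone, and single left-out libraries removed the call of PLK2 in 6 of 6 fits, of HSP90B1 in 5 of 6 and of TCIM in 4 of 6. Between 2 h and 6 h, edgeR called 0 genes without the block (585 at an unadjusted p under 0.05) and 0 with it (1808). DESeq2 called 1 gene, TMEM177, named after its value was seen, with 733 at an unadjusted p under 0.05. Leaving out D2R replicate 1 gave 1 call and leaving out D6R replicate 1 gave 7. Of the 5 heat genes fixed in advance, 5 were lower at 6 h, and 4 passed when adjusted over the list alone with and without the block, against 0 over all genes. These decreases lay in replicates 2 and 3. In replicate 1 the same genes were higher at 6 h, with HSPA1A at 1010 and 1721 CPM and HSP90AA1 at 2618 and 2924 CPM. Of the 25 chaperone genes, 23 were lower (22 with scaling by library size alone), and 6 passed over the list alone (11 with the block), against 0 over all genes. Their median log2 change was 0.16 in replicate 1, against -0.47 and -0.41 in replicates 2 and 3.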

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

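The alternatives with halved counts, with a replicate number left out of the blocked fit and with fry under the block were chosen after seeing the data. No named gene with a call, and no called set, changed sign under the alternatives run for it. The balance of calls did change with the replicate block, from 3 higher and 5 lower to 33 higher and 26 lower for 2 h against heated cells, and from 2 higher and 0 lower to 102 higher and 118 lower for 6 h against unheated cells. Of the settings for single named genes, 418 kept their side of the threshold, 55 lost the call, 12 gained it and 5 changed the sign of an estimate that was not called (CISH and TSC22D3). Of those for the set tests, 201 were unchanged, 33 lost and 2 gained the call, and 4 changed the sign of an uncalled set. The counts of 0 for the interaction held under every alternative run. They do not exclude moderate interactions, since 13% of planted 2-fold ones were recovered in simulated counts without the block and 54% with it.

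The replicate numbers paired the libraries, and the replicate block raised the count in 6 of 8 comparisons. It gave 1 gene for differentiation, 96 and 84 for heat in undifferentiated and differentiated cells, 34 and 220 for 2 h and 6 h of recovery against unheated cells, and 59 for 2 h of recovery against heated cells, in place of 0, 19, 15, 12, 2 and 8. Of the named genes, only BAG3 and HSPH1 after 2 h of recovery lost their call with it. The common spread between libraries was lower under the block (0.14 against 0.245), because the block takes the differences between replicate numbers out of it. How much of the rise in the counts is due to this was not tested. In simulated counts the block also recovered more planted changes. False calls with the block were 17 among 181 for differentiation and 8 among 173 for heat in differentiated cells. They were 10 among 149 for the interaction and 6 among 162 for 6 h recovery against unheated cells.

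DESeq2 called 84 and 61 genes for heat in undifferentiated and differentiated cells, 33 and 39 for 2 h and 6 h of recovery against unheated cells, 40 for 2 h against heated cells and 1 for 6 h against 2 h. All genes called by edgeR in these comparisons were also called by DESeq2 in the same direction; the cause of the higher counts was not tested. Genes whose adjusted p DESeq2 left as NA were counted as not called. Fitting only the compared groups, with fewer libraries to estimate the spread, gave 9 genes for heat in undifferentiated cells, 0 for both recovery times against unheated cells, 4 for 2 h against heated cells, and shares of persisting heat calls of 0% at both times. Demanding an absolute log2 fold change of at least 1 left 5 genes for 2 h against heated cells and a share of 0% at 6 h.

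Leaving out single libraries moved several counts by more than 1.5 times, with fewer libraries in the fit. For heat in undifferentiated cells the range was 8 to 16, with 10, 10 and 8 genes without NHSUD replicates 1, 2 and 3 and 9 without HSUD replicate 1. For heat in differentiated cells it was 8 to 13, with 9 and 8 without NHSD replicates 2 and 3 and 8 without HSD replicate 1. The 7 genes called in every such fit were the same in both media, HSPA6, DNAJB1, CLK4, USPL1, CCDC117, DEDD2 and HSPA1A, of which CLK4, USPL1 and DEDD2 are named after their values were seen. For 2 h against unheated cells the range was 4 to 25, the highest without D2R replicate 1. For 6 h it was 2 to 9, the highest without D6R replicate 1. For 2 h against heated cells it was 4 to 6, and for 6 h against 2 h it was 0 to 7, with 1 gene without D2R replicate 1 and 7 without D6R replicate 1. The share of persisting heat calls at 2 h ranged from 12.5% (without NHSD replicate 3 or HSD replicate 1) to 50% (without D2R replicate 1). The share at 6 h ranged from 0 to 13.0%, with 0 without NHSD replicate 3 and without HSD replicate 1.

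In the blocked fit, leaving out replicate 1 raised the count in 5 of 8 comparisons, leaving out replicate 2 lowered it in 5 of 8, and leaving out replicate 3 lowered it in 6 of 8. The ranges were 0 to 1 for differentiation, 30 to 73 and 22 to 501 for heat in undifferentiated and differentiated cells, 4 to 141 and 4 to 330 for 2 h and 6 h against unheated cells, 22 to 71 for 2 h against heated cells and 0 to 547 for 6 h against 2 h. The highest value of each range came without replicate 1, and differentiation kept its 1 gene without replicate 2 too. For heat in undifferentiated cells even the highest, 73, lay under the 96 of all libraries.

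The correlation of the heat effects between the media was 0.415, and it depended on which genes entered. It was 0.0851 without a filter, 0.106 with DESeq2, which also kept low genes, 0.862 with the stricter filter and 0.59 with halved counts. Leaving out single libraries gave 0.21 (without NHSD replicate 3) to 0.354 (without NHSD replicate 1), below the value of all libraries in each case; the cause was not tested. Scaling by library size alone, compared with TMM, shifted the median log2 fold change of all genes by -0.103 for heat in undifferentiated cells and by -0.0891 in differentiated cells, and changed the split of heat calls to 12 higher and 3 lower in undifferentiated cells, against 18 and 1, and to 12 higher and 4 lower in differentiated cells, against 13 and 2. DESeq2 size factors gave 17 and 1, and 13 and 2. With heat, 25 of 25 chaperone genes were higher in both media under each of these scalings. Without TMM factors, the set calls for heat in undifferentiated cells of cholesterol synthesis genes (0.136), glucocorticoid targets (0.104) and the unfolded protein response (0.0975) were lost, and in differentiated cells that of immediate early genes (0.0741).

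The milk protein genes had at most 4 reads in any library. Whether more depth would reveal a difference in them was not tested.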

Other observations

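The counts of other splits of the libraries were planned before the data were examined; every other test in this part was chosen after the result was seen. With 3 libraries against 3 there are 10 splits, so chance cannot be excluded by them at a share under 0.1. For heat in undifferentiated cells, heat in differentiated cells, 2 h and 6 h of recovery against unheated cells, and 2 h against heated cells, the real split alone (1 of 10) gave as many genes, and each other split gave 0. By genes at an unadjusted p under 0.05 (edgeR), another split exceeded the real one each time. The highest counts were 3081 against 638, 1575 against 670, 2162 against 467, 2639 against 920 and 1084 against 535. Those splits kept both libraries of a replicate number on one side. Exchanging the 2 libraries of replicate 1, which parts all pairs, also exceeded the real split for heat in differentiated cells, with 783 against 670. With the block it gave 2549 against 1827 there, and 1758 against 1539 for 2 h of recovery against unheated cells. In the other comparisons just named, no split that parts all pairs exceeded the real one by this measure. For differentiation and for 6 h against 2 h, which gave 0 calls, all 10 splits gave as many, and for the latter another split gave 1. Compared only with the 4 splits that part all 3 replicate pairs, and with the block in the fit, the real split alone gave as many genes in each of the first 5 comparisons and in differentiation. The highest count of the other pair-parting splits was 19 genes for heat in differentiated cells, against 84. For 6 h against 2 h, the split that exchanges the 2 libraries of replicate 1 gave 85 genes with the block and 1 without it, against 0 for the real one in both. For the interaction, all 100 of 100 drawn exchanges of the medium labels gave as many calls, which follows from its count of 0.

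Replicate number separated the libraries more than any treatment. In the blocked fit, 8132 of 15158 genes differed between replicate numbers at an adjusted p under 0.05 (edgeR), against 1276 between any of the 6 groups. A difference in sequencing depth is argued against, since replicate numbers held 0.988% of the variance of library totals. Cell passage, serum batch, culture day and library preparation stay open, as the labels give none of them, and no biological explanation was tested.

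Chaperone mRNAs followed another course in replicate 1 during recovery. HSPA1A was at 1010 CPM in D2R replicate 1, against 3281 and 3927 CPM in replicates 2 and 3, and at 1721 CPM in D6R replicate 1, against 468 and 389 CPM. The mean log2 change of the 25 chaperone genes against NHSD of the same number was 0.55 in replicate 1 and 1.42 in each of the others at 2 h, and 0.79 in replicate 1 against 0.58 and 0.51 at 6 h. Weaker heating of the recovery plate in that run stays open. The chaperone mean of replicate 1 lay 0.21 above the higher of the other replicates at 6 h, which weaker heating alone would not give, but this value is part of the pattern. The unfolded protein response was low in replicate 1 at both times, with mean changes of 0.06 in replicate 1 against 0.55 and 0.38 at 2 h, and of 0.08 against 0.59 and 0.52 at 6 h. An exchange of the 2 h and 6 h libraries of replicate 1 remains a possible explanation of the chaperone values that these data do not settle, and it would leave the unfolded protein response of replicate 1 low at both times. Over the chaperones, the change from 2 h to 6 h in replicate 1 correlated at -0.785 and -0.811 with replicates 2 and 3, which correlated at 0.958 with each other. Exchanging these libraries gave 85 calls with the block, of which 6 were chaperones, against 0 with the labels as given; as the libraries were singled out by their chaperone values, this count is no independent test. Over 85 other heat genes, called in undifferentiated cells under the block and outside the chaperone list, the correlation between replicates 1 and 2 was instead 0.139, where an exchange would give a strongly negative value, and replicates 2 and 3 correlated at 0.817. Over 7846 well-expressed genes outside the chaperone list, the change from 2 h to 6 h in replicate 1 correlated at 0.0222 and -0.128 with replicates 2 and 3, which correlated at 0.77. Over the same 7846 genes, the change of replicate 1 with heat in differentiated cells correlated at -0.0227 and -0.223 with replicates 2 and 3, which correlated at 0.731. Other comparisons without recovery libraries did not set replicate 1 apart in this way. With heat in undifferentiated cells, replicates 1 and 3 correlated at 0.59, replicates 1 and 2 at 0.265 and replicates 2 and 3 at 0.0659. With differentiation, replicate 1 correlated at 0.197 and 0.361 with replicates 2 and 3, which correlated at 0.45. A later course of the response in that run was not tested.

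Cholesterol synthesis genes were higher in lactogenic medium in separate sets of libraries. All 21 genes were higher in NHSD than in NHSUD (median 0.50 on the log2 scale) and all 21 in HSD than in HSUD (median 0.50), with unadjusted fry p-values of 0.00264 and 0.00207, and of 0.00544 and 0.00444 with the replicate block. The mean differences in replicates 1, 2 and 3 were 0.28, 0.32 and 0.87 without heat and 0.32, 0.32 and 0.87 with heat. Both sets of libraries came from the same 3 runs, so the heated plates are not an independent repeat. Scaling between libraries is argued against, since 21 of 21 genes were higher without the TMM factors too. The serum content of the medium may be a source of the difference, because the labels give 10% serum for the basal and 5% for the lactogenic medium, without saying whether the latter replaces the former, and sterol supply changes with serum. The 21 of 21 genes in the heated plate are what a medium effect predicts, but serum, prolactin and dexamethasone changed together and cannot be told apart here. SLC14A1, named after its values were seen, showed the same division, with 15.9 to 31.6 CPM in the 6 basal libraries and 34.3 to 64.3 CPM in the 12 lactogenic ones.

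The hormone-response genes CISH, FKBP5 and TSC22D3 were not called between the media, and the levels of the receptors differ. In simulated counts, 39% of 2-fold changes were recovered for this comparison without the block and 69% with it, so moderate changes of other genes may have been missed. For CISH, FKBP5 and TSC22D3, the log2 estimates with the block were -0.08 ± 0.13 (SE), -0.22 ± 0.10 and -0.16 ± 0.15. These values argue against a 2-fold rise of these genes, while smaller changes stay open. The prolactin receptor gene PRLR was at 0.222 CPM in NHSUD (a mean of 11.3 reads) and 0.201 CPM in NHSD, against 10.7 CPM for STAT5A and 37.5 CPM for JAK2 in NHSUD. A low level of the receptor may therefore explain the unchanged CISH, as a hypothesis found on these data; receptor protein was not measured. The glucocorticoid receptor gene NR3C1 was at 31.6 CPM in NHSUD, which argues against a missing receptor as the reason for unchanged FKBP5 and TSC22D3. Hydrocortisone in the basal medium remains a candidate explanation. FKBP5 was already at 310 CPM in NHSUD, and no library without a glucocorticoid is there to tell a saturated response from an absent one.

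Even numbers prevailed among low counts, with 74.2% even values among counts of 1 to 10, 63.7% among 11 to 100, 54.6% above these up to 1000, and 50.8% over 1000. The share among counts of 1 to 10 lay between 71.5% and 76.6% in every library. The value 2 was 2.89 times as frequent as the value 1 (17625 against 6107). This is what separate counting of both mates of a pair would give, a hypothesis that may apply to the deposited table as a whole; counts of genes with few reads then rest on fewer fragments than their size states. Halving all counts left 20, 15, 12, 3 and 9 genes for the first 5 comparisons with calls (19, 15, 12, 2 and 8 as deposited).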
